A study of Mus musculus with 23 samples. Its data were reported in "CTCF-RNA interactions orchestrate cell-specific chromatin loop organization" (2025).

How the data were processed

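CTCF iCLIP2 libraries from mouse E14 cells were analysed from the crosslink site lists the authors deposited, 1 per group. Endogenous CTCF was degraded with 1 µM 5-Ph-IAA while rescue CTCF was induced with 1 µg/mL doxycycline for 24 hours, and crosslinked cells received 400 mJ/cm2 of UV at 254 nm. NPCs were differentiated for 2 days. Groups were taken from the sample labels: 4 libraries each for ESC WT, ESC ΔZF1, ESC noXL, NPC ΔZF1 and NPC noXL, and 3 for NPC WT.

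The authors demultiplexed and trimmed the reads with Flexbar, aligned them to mm10 with STAR, removed PCR duplicates by molecular identifier with UMI-tools, merged the libraries of each condition and called single crosslinked nucleotides with PureCLIP. The deposited value of a site is the score that PureCLIP gave it, which is not scaled to depth. Every interval was 1 nt long, carried the same state, and had a score above 0, with the highest value, 708.4, shared by several sites in every list. The score was used to rank sites within lists and, in 1 alternative, as a minimum of 3.02 common to all lists, which keeps different shares of lists of different depth. The step by which the study kept peaks seen in several replicates was not carried out, because crosslink counts per replicate were not used here. The number of reads behind the lists was not analysed here, so depth is unknown and longer lists give narrower intervals without being more reliable for that reason alone.

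Sites on chromosomes 1 to 19, X and Y were used, and all of them lay within the chromosome lengths of the reference, GRCm38, which is the same build as mm10. Genes came from GENCODE release M21, with 1-based positions. A site counted as shared when a site of the other list lay within 5 nt on the same strand, and the background was the mean over shifts of 500 and 1000 nt in both directions. For peaks, sites within 8 nt were merged, regions shorter than 3 nt were dropped, 300-nt windows were centred on the best site of each region and kept best score first without overlap, and UV peaks with 20% or more of their length on a noXL peak of the same cell type were removed. Annotation priority was coding exon, 3′ UTR, 5′ UTR, non-coding exon, intron, antisense and intergenic. The base under a site was read from the reference on the site's strand, with T given as uridine.

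A gene had CLIP sites with at least 5 sites on its strand within its body. Log2 ratios per gene used a pseudocount of 1 and were scaled to the genic sites of each list, for genes with at least 20 sites in both lists together, and the limits were 1 and -1. The intervals of ratios come from the share of sites in 1 of the lists. The number of genes past the limits by counting alone was the mean of 100 random divisions of each gene's sites. A count of 3 served as the floor for fold changes. Genes named were those the study followed, Podxl and Grb10, 10 cell type markers and Ctcf, the 5 genes with most sites in each WT list, and, among genes with at least 50 sites, the 3 highest and 3 lowest scaled ratios of each comparison. A gene that met these rules is not reported here. These rules, the comparisons and most alternatives were fixed before the data were examined. Alternatives changed the score minimum, sequences used, merging, sharing distance, shifts, peak settings, site and gene minimums, pseudocount, scaling and removal of sites near noXL sites.

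The calculations were tested on simulated data. All 200 of 200 genes changed 4-fold were found in the right direction, and 5 of 2384 unchanged genes passed the limits. Of 100000 sites, 29.9% were found shared where 30% had been planted. The gene counts hold for the simulated genes only and do not give the rate of false calls in the real lists. There, random division put more genes past the limits. For NPC to ESC it gave 81.1 higher and 92.6 lower among 6730 genes. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9.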

Results

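The series profiled RNA bound by the chromatin architectural protein CTCF with iCLIP2, in which UV light links protein to RNA and reverse transcription stops next to the linked nucleotide, so that each read start marks a crosslink. The cells were mouse E14 embryonic stem cells (ESCs) in which endogenous CTCF can be degraded and a Flag-tagged rescue CTCF can be induced with doxycycline. The rescue protein was either wild type (WT) or lacked part of zinc finger 1 (ΔZF1). ESCs and neural progenitor cells (NPCs) made from them by 2 days of differentiation were compared. The 23 libraries fell into 6 groups: ESC WT, ESC ΔZF1, NPC ΔZF1, and non-crosslinked controls (noXL) of ESCs and of NPCs with 4 libraries each, and NPC WT with 3. Both noXL groups were made from the WT rescue line, so no control without UV was made here from the ΔZF1 line.

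The values are crosslink sites that the authors called on the merged libraries of a group, 1 list per group. There is therefore no replicate error for any value, and no test between conditions was possible. Ranges after a value are 95% Wilson binomial intervals, or intervals derived from them for ratios, and cover counting error only. The read depth of the libraries is unknown from the site lists. A list grows with depth as well as with crosslinking, so a ratio of list sizes compares these pooled lists and not the conditions.

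The gene Ctcf on chromosome 8, from 105636568 to 105682922 on the plus strand of mm10, was examined first because the design removes and replaces its protein. It held 109 sites in ESC WT, 68 in ESC ΔZF1 and 40 in ESC noXL. In NPCs it held 28, 23 and 17 sites. These are sites on RNA and do not measure the protein or tell the transgene from the endogenous gene.

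The first comparison asked how many RNA contacts were called with each rescue protein and without UV. On chromosomes 1 to 19, X and Y, 451137 sites were called in ESC WT, 231636 in ESC ΔZF1 and 158968 in ESC noXL. In NPCs the lists held 239258 sites for WT, 158490 for ΔZF1 and 107227 for noXL. The WT list was 1.95 times as long as the ΔZF1 list in ESCs (1.94 to 1.96) and 1.51 times in NPCs (1.50 to 1.52). Divided by the number of libraries pooled, the NPC ratio was 2.01. Relative to noXL, the WT list was 2.84 times as long in ESCs and 2.23 times in NPCs, and the ΔZF1 list 1.46 and 1.48 times. Per pooled library the ratio of WT to noXL was 2.98 in NPCs and 2.84 in ESCs, so the order of the cell types turned. The alternative that moved the ratios to noXL most was the base under the site. At uridines alone, WT exceeded noXL 6.01 times in ESCs and 5.11 times in NPCs. The ratio of WT to ΔZF1 in NPCs moved most with a score minimum, which took it to 1.11.

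**Figure D1:**
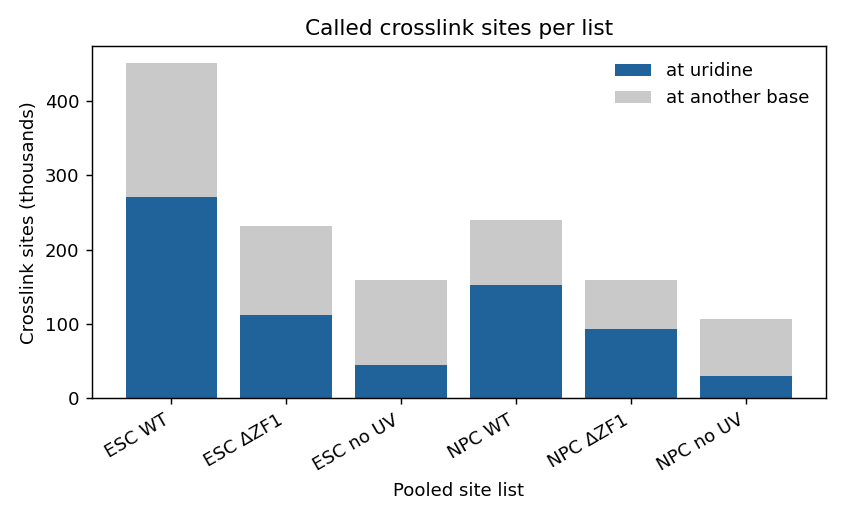
Bars give the number of called crosslink sites in each of the 6 pooled lists, split into sites at a uridine and sites at another base. The ESC WT list is the longest, with 451137 sites, and uridine makes up 59.9% of it against 28.3% of the ESC noXL list.

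The ratio of WT to ΔZF1 sites was above 1 on all 21 chromosomes in both cell types, but it was not even. Its median over chromosomes was 1.85 in ESCs and 1.44 in NPCs. Chromosome 11 stood apart from the other autosomes and X, with a ratio of 2.93 in ESCs and 2.33 in NPCs. Chromosome Y had few sites, with 848 WT and 349 ΔZF1 sites in ESCs and 501 and 147 in NPCs, and ratios of 2.43 and 3.41. ΔZF1 sites on chromosome 11 numbered 0.967 times the noXL sites in ESCs and 0.969 times in NPCs, and this was the one chromosome where the ΔZF1 list was shorter than noXL. WT sites on chromosome 11 stood at 2.83 times noXL in ESCs and 2.26 times in NPCs, close to the chromosome medians of 2.83 and 2.25. Without chromosome 11, the ratio of WT to ΔZF1 sites was 1.86 in ESCs and 1.44 in NPCs.

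**Figure D2:**
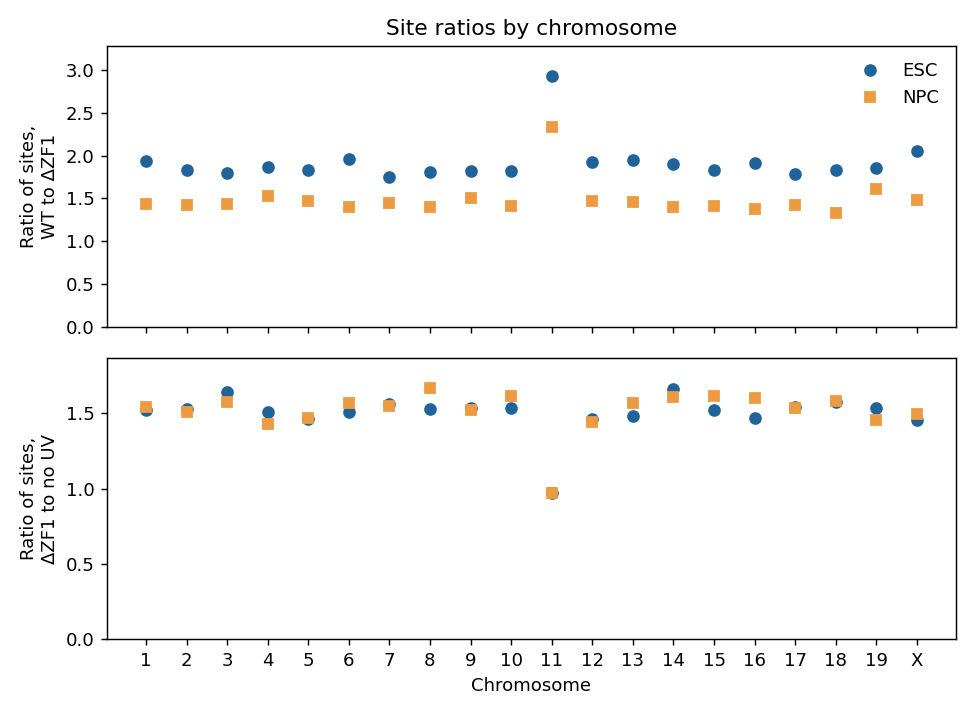
Points give, for each chromosome except Y, the number of WT sites divided by ΔZF1 sites (upper panel) and of ΔZF1 sites divided by noXL sites (lower panel), with circles for ESCs and squares for NPCs. Chromosome 11 has the highest upper value, 2.93 in ESCs and 2.33 in NPCs, and the lowest lower value, 0.967 and 0.969.

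Whether both proteins were linked at the same positions was measured as the share of sites with a site of another list within 5 nt on the same strand. Of the ESC ΔZF1 sites, 25.7% (25.5 to 25.8) lay near an ESC WT site, against 4.12% when positions were shifted by 500 or 1000 nt. In NPCs the share was 13.8% (13.7 to 14.0), against 2.02% after shifts. Fewer UV sites lay near a noXL site of the same cell type. The share was 8.40% for ESC WT, 9.68% for ESC ΔZF1, 6.26% for NPC WT and 4.36% for NPC ΔZF1. The shifted background was 1.59%, 1.54%, 0.959% and 0.918%. The noXL lists are shorter than the WT lists, and a shorter list gives a lower share, so the shares are not compared directly. Relative to the shifted background, the ESC ΔZF1 share was 6.22 times with WT and 6.30 times with noXL. In NPCs it was 6.84 times with WT and 4.75 times with noXL. The tolerance moved the shares most, since within 50 nt 62.1% of ESC ΔZF1 sites lay near a WT site. Between cell types, 7.42% of the NPC noXL sites lay near an ESC noXL site, against 1.25% after shifts. Of the NPC WT sites, 29.3% lay near an ESC WT site, against 3.62%. From ESCs to NPCs the shares were 5.40% for noXL and 17.8% for WT.

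Sites were then grouped into CLIP peaks of 300 nt, after regions shorter than 3 nt were dropped and UV peaks on noXL peaks were removed. This gave 35452 peaks in ESC WT, 12889 in ESC ΔZF1, 15345 in NPC WT and 5679 in NPC ΔZF1. Before removal the noXL lists gave 5857 peaks in ESCs and 2600 in NPCs. The removal took 4.49% of ESC WT peaks, 6.54% of ESC ΔZF1 peaks, 2.02% of NPC WT peaks and 1.65% of NPC ΔZF1 peaks. WT had 2.75 times as many peaks as ΔZF1 in ESCs (2.70 to 2.81) and 2.70 times in NPCs (2.62 to 2.79). Of the ΔZF1 peaks, 41.1% overlapped a WT peak in ESCs and 14.2% in NPCs. These shares rose to 63.1% and 49.4% with regions of 1 nt allowed. Peak numbers and the excess of WT over ΔZF1 depended strongly on the shortest region kept. With regions of 1 nt allowed, ESCs had 61346 WT and 44796 ΔZF1 peaks. NPCs then had 58755 WT and 53504 ΔZF1 peaks, so the excess of WT was much smaller, above all in NPCs.

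UV links uridines most readily, so the base under a site separates crosslinks from other read starts. Uridine made up 59.9% (59.8 to 60.0) of ESC WT sites, 48.6% (48.4 to 48.8) of ESC ΔZF1 sites and 28.3% (28.1 to 28.5) of ESC noXL sites. In NPCs the shares were 63.9% (63.7 to 64.04), 58.5% (58.3 to 58.8) and 27.9% (27.6 to 28.1). The difference between WT and ΔZF1 was 11.3 percentage points in ESCs and 5.32 in NPCs. WT was above ΔZF1 in all 10 score deciles of both cell types, by 7.12 to 13.7 points in ESCs and by 1.51 to 9.78 points in NPCs. WT sites outnumbered ΔZF1 sites 2.40 times at uridines and 1.52 times at other bases in ESCs, and 1.65 and 1.32 times in NPCs.

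**Figure D3:**
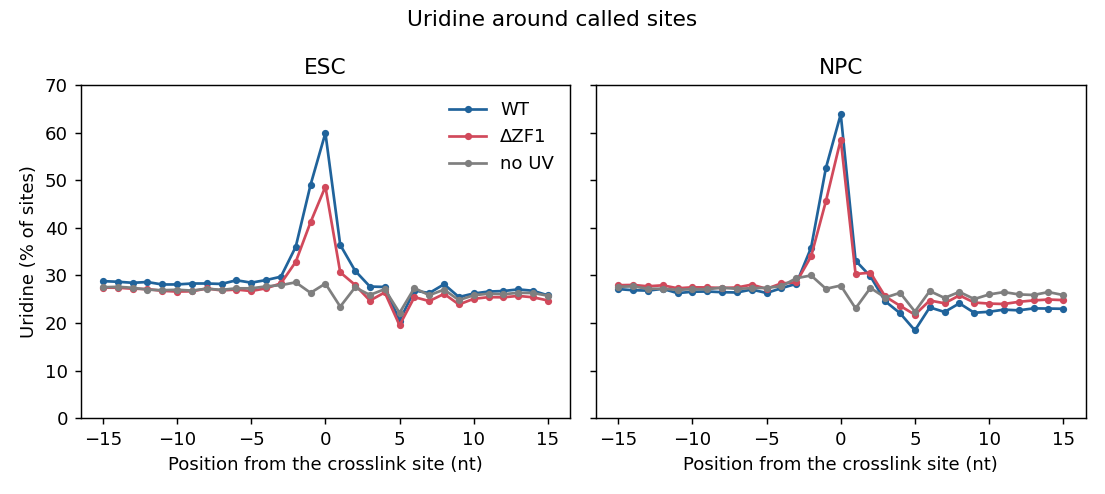
Lines give the share of sites (%) with a uridine at each position from 15 nt upstream to 15 nt downstream of the called site, for WT, ΔZF1 and noXL lists of ESCs (left) and NPCs (right). At position 0 the share is 59.9% for ESC WT, 48.6% for ESC ΔZF1 and 28.3% for ESC noXL, and the noXL lines show no peak there.

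Nearly all sites lay on the sense strand of annotated genes, from 94.0% of ESC ΔZF1 sites to 96.7% of NPC ΔZF1 sites. Introns held 36.7% of ESC WT sites, 34.9% of ESC ΔZF1 sites and 43.3% of ESC noXL sites. In NPCs introns held 30.0% of WT sites, 43.1% of ΔZF1 sites and 45.2% of noXL sites, so that NPC ΔZF1 lay closer to the control than to WT. Coding exons held 34.4% of ESC WT sites and 41.4% of NPC WT sites. The 3′ UTRs held 15.4% of ESC WT sites and 15.0% of NPC WT sites, and the 5′ UTRs 7.27% and 8.18%. Antisense positions held 0.996% of ESC WT sites and 1.09% of ESC noXL sites.

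With at least 5 sites required, 8317 genes had CLIP sites in ESC WT and 7614 in NPC WT, and 6822 genes had them in both. The noXL lists reached the same limit for 6289 genes in ESCs and 5167 in NPCs. Of the ESC WT genes, 72.6% also passed in ESC noXL, and of the NPC WT genes 64.8% passed in NPC noXL. Requiring 20 sites left 5420 genes in ESC WT and 3703 in NPC WT. Kat6b held the most ESC WT sites, 1817, followed by Gm20388 with 1334, Huwe1 with 1161, Trip12 with 1058 and Ncor1 with 1045. Genes with many NPC WT sites were Gm20388 with 789, Exoc4 with 660, Magi1 with 559 and Ankrd11 with 535. The counts for Gm20388 are uncertain, since 96.8% of its sites in the UV lists also lay in another gene on the strand.

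RNAs that gained contacts on differentiation were sought with the log2 ratio of NPC to ESC sites per gene, scaled to the genic sites of each list. Among 6730 genes with at least 20 sites in the 2 WT lists together, 776 had a ratio of at least 1 and 703 a ratio of at most -1. Random division of each gene's sites between the lists gave 81.1 and 92.6 such genes on average. Without scaling the split was 347 genes higher and 2823 lower, and the median gene moved from 0.04 to -0.86. Sema3e and Airn were among the genes with the highest scaled ratios and at least 50 sites. They held 169 and 153 sites in NPC WT and 0 in ESC WT, at least 56.3-fold and 51-fold higher before scaling. Esrrb, Ak4 and Cobl had the lowest, with 460, 315 and 760 sites in ESC WT and 0, 0 and 2 in NPC WT.

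Among stem cell markers chosen in advance, Tfcp2l1 went from 343 sites in ESC WT to 5 in NPC WT, Zfp42 from 164 to 11, Nanog from 85 to 14 and Klf4 from 66 to 0. Of the neural markers, Nes went from 2 sites to 28, while Sox1, Pax6, Hes5 and Zic1 had 0 sites in both WT lists and were not detectable at this depth. The same contrast was measured without UV. Among 3666 genes with enough sites in the WT and the noXL lists, the 2 log2 ratios had a Spearman rho of 0.606 across genes, which are not independent replicates. Of 374 genes higher in NPC WT, 236 also had a ratio of at least 1 in noXL, or 63.1%, against 4.68% of the 3292 other genes.

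**Figure D4:**
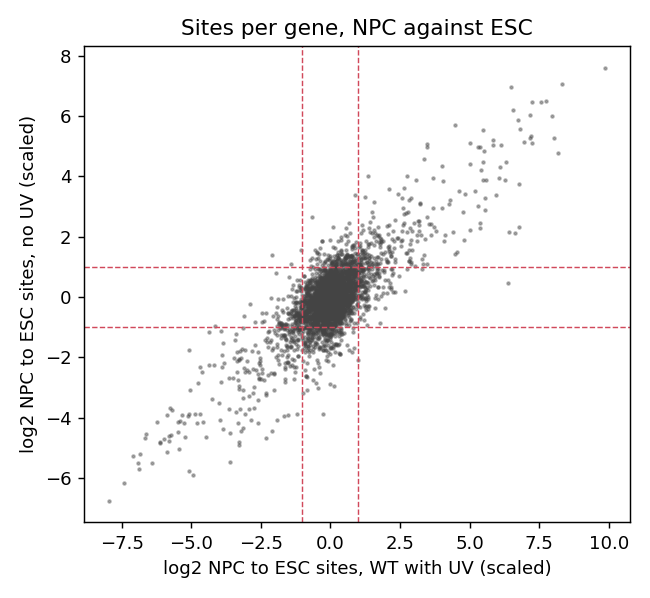
Each point is 1 of 3666 genes, placed by its scaled log2 ratio of NPC to ESC sites in the WT lists (x axis) and in the noXL lists (y axis), with dashed lines at -1 and 1. Genes high or low on the x axis tend to lie in the same direction on the y axis, with a Spearman rho of 0.606, though 28 of the 374 genes higher in NPC WT lie below 0 there.

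The dependence of single RNAs on zinc finger 1 was measured as the ratio of ΔZF1 to WT sites per gene. Before scaling, 92.3% of 6518 genes in ESCs and 84.2% of 5274 genes in NPCs had fewer ΔZF1 sites, and 3071 and 1499 genes had a log2 ratio of at most -1, against 99 and 101 with at least 1. Scaled to the genic sites of each list, 355 genes were lower and 446 higher in ESCs, and 388 lower and 304 higher in NPCs. Scaling therefore moved the share of higher genes among those past the limit from 3.12% to 55.7% in ESCs and from 6.31% to 43.9% in NPCs. Scaled by the median ratio over genes instead, 362 were higher and 444 lower in ESCs, and 241 higher and 520 lower in NPCs. Random division gave 93.8 lower and 70.8 higher genes in ESCs, and 83.2 and 86.6 in NPCs. Chromosome 11 held 34.6% of the lower genes in ESCs and 28.4% in NPCs, against 9.31% and 9.50% of the genes compared. The median scaled ratio on it was -0.47 in ESCs and -0.61 in NPCs. Over the other chromosomes with at least 20 genes the median ran from -0.02 to 0.18 in ESCs and from -0.11 to 0.17 in NPCs.

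The lowest ESC ratios belonged to Scml2, Hormad2 and Usp26. They held 129, 124 and 77 sites in ESC WT and 0 in ESC ΔZF1, at least 43-fold, 41.3-fold and 25.7-fold lower before scaling. Without UV the WT line had 44, 52 and 25 sites on them. The highest were Dnah8, with 2 WT and 109 ΔZF1 sites, Gm44748, with 2 and 71, and Tpd52, with 57 and 271. In NPCs the lowest were Rps6ka6, with 363 WT and 43 ΔZF1 sites, Llgl1, with 47 and 5, and Hnrnpa2b1, with 47 and 9. The highest were Bcar3, with 3 and 69, Zfhx3, with 10 and 124, and Gng12, with 4 and 47. Tpd52 rose past the limit in both cell types, with scaled log2 ratios of 3.21 in ESCs and 2.36 in NPCs.

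The study followed Podxl and Grb10 as RNAs bound in NPCs. Podxl lies on chromosome 6 from 31519488 to 31563981 on the minus strand. It held 46 sites in NPC WT, 32 in NPC ΔZF1 and 12 in NPC noXL, against 8, 1 and 9 in ESCs. The scaled log2 ratio of NPC to ESC was 3.28 (2.36 to 4.48) in WT and 0.94 in noXL. In NPCs the log2 ratio of ΔZF1 to WT was -0.51 unscaled and 0.08 (-0.58 to 0.71) scaled, so no change beyond that of the whole list was detectable at this depth. In NPC WT, 43 of the 46 sites lay in exons, and uridine made up 56.5% (42.2 to 69.8) of them against 16.7% (4.70 to 44.8) in noXL. The site with the highest score was at 31520533 in the 3′ UTR.

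Grb10 lies on chromosome 11 from 11930508 to 12038683 on the minus strand. It held 279 sites in NPC WT, 132 in NPC ΔZF1 and 143 in NPC noXL, against 15, 3 and 9 in ESCs. The scaled log2 ratio of NPC to ESC was 5.03 (4.37 to 5.86) in WT and 4.41 in noXL. In NPCs the log2 ratio of ΔZF1 to WT was -1.07 unscaled and -0.49 (-0.79 to -0.19) scaled. The median gene of chromosome 11 stood at -0.61, so Grb10 lay 0.12 above it, and 60.9% of the chromosome's genes had a lower ratio. Introns held 230 of the 279 NPC WT sites. Uridine made up 69.2% (63.5 to 74.3) of the sites in NPC WT, 67.4% (59.0 to 74.8) in NPC ΔZF1 and 28.7% (21.9 to 36.6) in NPC noXL. The highest-scoring site was at 12037401 in the 5′ UTR in all 3 NPC lists, the one without UV included.

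**Figure D5:**
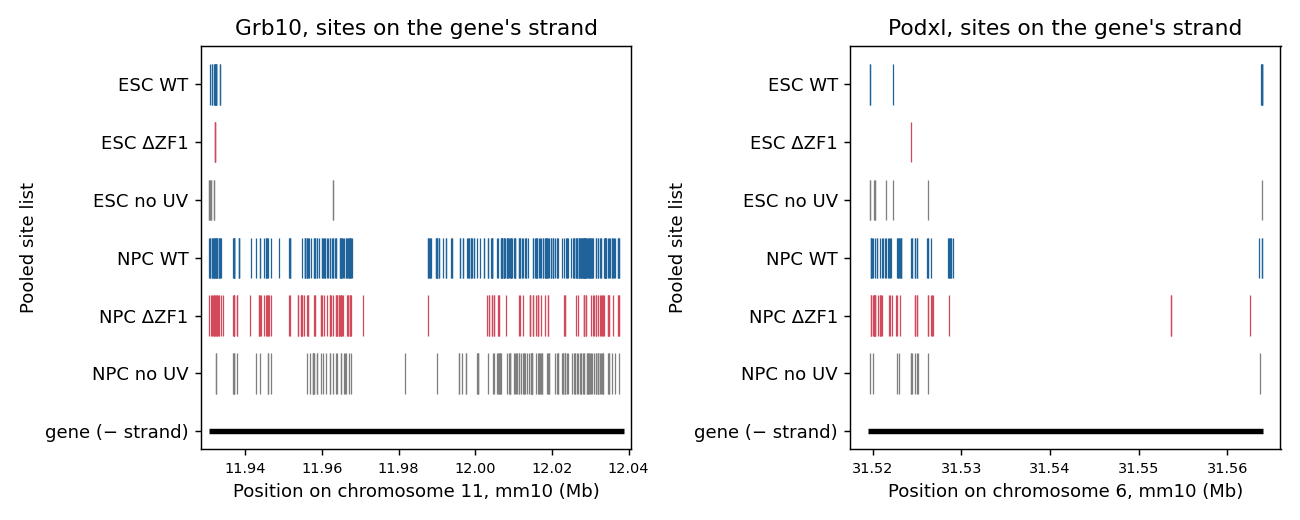
Vertical lines mark called sites on the strand of Grb10 (left) and Podxl (right) in the 6 pooled lists, by position on the chromosome (Mb, mm10), with the gene as a black bar. Grb10 has 279 sites in NPC WT, 132 in NPC ΔZF1 and 143 in NPC noXL, and Podxl has 46, 32 and 12.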

Values the study reported

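The study reported 69,685 reproducible CLIP peaks with WT CTCF and 33,354 with ΔZF1 CTCF in ESCs. In NPCs it reported 50,758 peaks for WT and 30,799 for ΔZF1. Genes carrying WT peaks numbered 6438 for ESCs and 6350 for NPCs. The study also stated that most of its ΔZF1 peaks lay on WT peaks.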

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

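The tests in this part were chosen after the differences themselves had been seen, though before their own outcomes were, except the comparison with mitochondrial noXL sites, which was added afterwards.

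Magi1 and Exoc4, both among the genes with most NPC WT sites, moved in opposite directions in the ΔZF1 lists of the 2 cell types. The scaled log2 ratio of ΔZF1 to WT for Magi1 was -1.38 in ESCs and 0.59 in NPCs. For Exoc4 it was -0.53 in ESCs and 0.35 in NPCs. Unscaled, the NPC ratio was 0 for Magi1 and -0.24 for Exoc4, so the opposite directions hold for scaled ratios only. Each list is pooled, so the difference between cell types was not tested. Both genes are long and most of their sites are intronic, and the NPC ΔZF1 list has a higher intron share than the NPC WT list. Counted on introns alone and scaled to the intron sites of each list, the NPC ratio fell to 0.15 (-0.02 to 0.33) for Magi1 and to -0.11 (-0.28 to 0.05) for Exoc4. For Exoc4 the rise in NPCs may therefore reflect the intron content of the NPC ΔZF1 list. For Magi1 the ratio stayed above 0 with an interval that reaches below it, so the intron content and a rise of this RNA cannot be told apart. The fall in ESCs stayed on introns, at -1.57 for Magi1 and -0.62 for Exoc4. Among the highest-scoring sites alone, the ESC ratio of Exoc4 was 0.25, so its direction there depends on weaker sites. The NPC ratios rose among these sites, to 0.86 for Magi1 and 0.69 for Exoc4. They were not counted on introns alone in that setting, so the part of intron content in this rise is unknown. A change in the abundance of these RNAs in the ΔZF1 line, and an effect of the deletion, stay open and untested.

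Mitochondrial sites, which enter none of the comparisons, made up 0.0513% of the NPC WT list (0.0430 to 0.0612), above the 0.0214% (0.0143 to 0.0322) of NPC noXL. The NPC ΔZF1 share was 0.00820%. In ESCs the WT share of 0.0378% lay within the range of noXL, 0.0333% (0.0255 to 0.0435). Background unrelated to UV would leave these sites with the base composition of the control. Uridine made up 50.4% (41.7 to 59.1) of the 123 NPC WT sites, above the 27.9% of nuclear NPC noXL sites. It made up 21.7% (9.66 to 41.9) of the mitochondrial NPC noXL sites, and the difference was 28.7 percentage points (6.70 to 43.5). Both argue against that source for all of them. In ESCs the uridine share was 50.3% in WT and 32.1% in noXL, a difference of 18.2 points (2.90 to 31.5). Mitochondrial sites there differed from the control by base and not by their share of the list. The ΔZF1 lists, also from UV-treated cells, had 30.6% (21.1 to 41.95) of 72 sites in ESCs and 30.8% (12.7 to 57.6) of 13 in NPCs, near noXL. Crosslinking of mitochondrial RNA to WT CTCF or to a protein that came down with it may account for them, and these cannot be separated here. The NPC noXL list held 23 mitochondrial sites, so the comparison with it rests on few sites.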

How the results depend on the processing

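The alternatives were set before the data were examined, except for 4 that were chosen after seeing the data: uridine sites only, sites on other bases only, leaving out chromosome 11, and the overlap of ΔZF1 with WT peaks under the peak settings. No paired analysis was possible because the libraries of each group were merged before sites were called. For the same reason no library could be left out in turn and no other split of the libraries could be tried. The cause of each change below was not tested unless the alternative itself fixes it, as a stricter minimum does.

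With only sites scoring at least the median of all lists, the lists fell to 202465 in ESC WT, 108293 in ESC ΔZF1, 100988 in ESC noXL, 104456 in NPC WT, 94409 in NPC ΔZF1 and 62898 in NPC noXL. The ratios were then WT to ΔZF1 1.87 in ESCs and 1.11 in NPCs, WT to noXL 2.00 in ESCs and 1.66 in NPCs, ΔZF1 to noXL 1.07 in ESCs and 1.50 in NPCs. With sites within 8 nt counted once they were WT to ΔZF1 1.76 in ESCs and 1.34 in NPCs, WT to noXL 2.41 in ESCs and 1.95 in NPCs, ΔZF1 to noXL 1.37 in ESCs and 1.45 in NPCs. At uridines only they were WT to ΔZF1 2.40 in ESCs and 1.65 in NPCs, WT to noXL 6.01 in ESCs and 5.11 in NPCs, ΔZF1 to noXL 2.51 in ESCs and 3.10 in NPCs. At other bases they were WT to ΔZF1 1.52 in ESCs and 1.32 in NPCs, WT to noXL 1.59 in ESCs and 1.118 in NPCs, ΔZF1 to noXL 1.04 in ESCs and 0.8497 in NPCs, so NPC ΔZF1 fell below noXL there. Without chromosome 11 they were WT to ΔZF1 1.86 in ESCs and 1.44 in NPCs, ΔZF1 to noXL 1.53 in ESCs and 1.54 in NPCs, and the ratios of WT to noXL moved by less than their interval. WT exceeded ΔZF1 in both cell types under each of these alternatives, and WT exceeded noXL likewise. Adding the mitochondrial and unplaced sequences changed no list or ratio beyond its limit.

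At the same nucleotide the shared shares were ΔZF1 with WT 12.9% in ESCs and 6.44% in NPCs, WT with noXL 2.65% in ESCs and 2.04% in NPCs, ΔZF1 with noXL 3.86% in ESCs and 1.60% in NPCs. Within 50 nt they were ΔZF1 with WT 62.1% in ESCs and 39.6% in NPCs, WT with noXL 30.3% in ESCs and 21.7% in NPCs, ΔZF1 with noXL 31.8% in ESCs and 17.8% in NPCs. Among the highest-scoring sites, as many as in the smallest list, they were ΔZF1 with WT 19.6% in ESCs and 9.87% in NPCs, WT with noXL 13.4% in ESCs and 9.05% in NPCs, ΔZF1 with noXL 11.5% in ESCs and 4.89% in NPCs. With shifts of 5000 and 10000 nt the background was ΔZF1 with WT 2.12% in ESCs and 0.998% in NPCs, WT with noXL 0.824% in ESCs and 0.480% in NPCs, ΔZF1 with noXL 0.789% in ESCs and 0.490% in NPCs.

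With regions of 1 nt allowed the peaks were 61346 in ESC WT, 44796 in ESC ΔZF1, 85168 in ESC noXL, 58755 in NPC WT, 53504 in NPC ΔZF1 and 68333 in NPC noXL, where UV peaks on noXL peaks were removed and noXL peaks were not, so UV and noXL counts are not compared. With merging within 30 nt they were 61697 in ESC WT, 29202 in ESC ΔZF1, 17644 in ESC noXL, 31297 in NPC WT, 17288 in NPC ΔZF1 and 8377 in NPC noXL. With the score minimum they were 12552 in ESC WT, 4116 in ESC ΔZF1, 2265 in ESC noXL, 5086 in NPC WT, 1872 in NPC ΔZF1 and 827 in NPC noXL. Windows of 100 nt and the 2 other noXL filters kept every count within 1.5 times. The share of ΔZF1 peaks on WT peaks was 63.1% in ESCs and 49.4% in NPCs with regions of 1 nt, 53.9% in ESCs and 22.5% in NPCs with merging within 30 nt, 32.3% in ESCs and 9.27% in NPCs with 100-nt windows, 42.5% in ESCs and 10.4% in NPCs with the score minimum, and 43.0% in ESCs without the noXL filter.

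Requiring 20 sites left 5420 genes in ESC WT and 3703 in NPC WT. With a pseudocount of 5, 754 genes were higher and 466 lower in NPC than ESC WT. For ΔZF1 the counts were 446 higher and 145 lower in ESCs, and 256 and 143 in NPCs, which turned the balance in NPCs. With 50 sites required, fewer genes were compared, and 283 were higher and 359 lower in NPC. For ΔZF1 the counts were 144 higher and 143 lower in ESCs, and 113 and 72 in NPCs, so the balance turned in both NPC comparisons. Without scaling they were 347 higher and 2823 lower in NPC, 99 and 3071 for ΔZF1 in ESCs, and 101 and 1499 for ΔZF1 in NPCs. Among the highest-scoring sites, 368 genes were higher and 318 lower in NPC, and 296 were higher and 388 lower in ESC ΔZF1, which turned the balance there. The genes that passed both ways were 203 of the 776 higher and 190 of the 703 lower in NPC, 90 of 446 higher and 61 of 355 lower in ESC ΔZF1, and 139 of 304 higher and 113 of 388 lower in NPC ΔZF1. Scaling by the median ratio instead gave 241 higher and 520 lower genes for NPC ΔZF1, so that 31.7% of those past the limit were higher, and 362 and 444 for ESC ΔZF1, 44.9% higher. For NPC to ESC it gave 707 and 783, and the balance turned in these last 2.

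The uridine share with the score minimum was 61.7% in ESC WT, 28.0% in ESC noXL, 67.1% in NPC WT and 59.4% in NPC ΔZF1. With 1 site per merged region it was 60.3% in ESC WT and 49.2% in ESC ΔZF1, and away from noXL sites 61.4% in ESC WT, 50.02% in ESC ΔZF1, 65.0% in NPC WT and 59.2% in NPC ΔZF1. WT stayed above ΔZF1 in both cell types in each, and both stayed above noXL in the first 2, since noXL was not part of the last. The intron share with the score minimum was 30.2% in ESC WT, 32.4% in ESC ΔZF1, 23.6% in NPC WT and 42.8% in NPC ΔZF1. With 1 site per merged region it was 39.3% in ESC WT, 35.7% in ESC ΔZF1 and 31.6% in NPC WT, and away from noXL sites 38.1% in ESC WT, 36.3% in ESC ΔZF1, 30.8% in NPC WT and 44.0% in NPC ΔZF1.

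Among the named genes, a log2 ratio was counted as reversed when it changed sign and left its interval. Leaving out the scaling shifts every gene of a comparison by the same amount. The reversals by unscaled counts therefore follow from the scaling and say nothing about the single genes. Unscaled counts reversed Airn NPC ΔZF1 to WT (-0.048), Ankrd11 NPC to ESC (-0.64), Ankrd11 ESC ΔZF1 to WT (-0.89), Ankrd11 NPC ΔZF1 to WT (-0.42), Ctcf ESC ΔZF1 to WT (-0.67), Esrrb ESC ΔZF1 to WT (-0.80), Exoc4 NPC to ESC (-0.46), Exoc4 NPC ΔZF1 to WT (-0.24), Gm20388 NPC to ESC (-0.76), Gm20388 ESC ΔZF1 to WT (-0.67), Hnrnpa2b1 NPC to ESC (-0.82), Llgl1 ESC ΔZF1 to WT (-0.94) and Tfcp2l1 ESC ΔZF1 to WT (-0.97). The highest-scoring sites reversed Ctcf NPC ΔZF1 to WT (-0.68), Exoc4 ESC ΔZF1 to WT (0.25), Gm20388 NPC to ESC (-0.065) and Hnrnpa2b1 NPC to ESC (-0.51). For single genes, 64 other values moved beyond their interval without taking the opposite sign, and 387 stayed within it. Of these, 12 changed sign within the interval, among them the unscaled NPC ΔZF1 to WT ratios of Ctcf (-0.27), Podxl (-0.51) and Zfp42 (-0.13).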

Other observations

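In this part, the tests of strand and of the genes, windows and bases on chromosome 11 were chosen before their outcomes were seen, and all other tests only after the result was seen.

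The WT and ΔZF1 lists differed by chromosome, and the rescue protein and the line cannot be told apart as the source. On chromosome 11, the ratio of ΔZF1 to WT sites was 0.636 (0.625 to 0.647) of that elsewhere in ESCs and 0.618 (0.605 to 0.633) in NPCs. The ratio of WT to noXL, both from the WT line, was 0.996 and 1.02 of that elsewhere. A few genes with many sites cannot account for this, since at least 81.1% of the chromosome's genes lay below 0 on the scaled ratio in either cell type. A local change was not seen either, as 100% of the 13 windows of 10 Mb had a WT to ΔZF1 ratio above that of the genome in both cell types. The deficit held at bases other than uridine, where it was 0.665 in ESCs and 0.635 in NPCs, against 0.612 and 0.609 at uridines. These values are consistent with lower RNA output of the whole chromosome in the ΔZF1 line, for which a candidate explanation is a copy-number difference between the lines. A cell with 2 copies against 3 would give 0.667. The intervals for all sites lay below that value in both cell types, as did that for other bases in NPCs (0.612 to 0.658). Only the interval for other bases in ESCs (0.648 to 0.681) held it. These intervals cover counting error only, and the ratio itself moved with the base. Lying somewhat below 0.667 therefore does not decide for or against such a difference. The copy number was not measured here, and an effect of the deletion on this chromosome's transcription is confounded with the line. The ΔZF1 list cannot be compared with a noXL list of its own line. For Grb10, which lies on chromosome 11, the scaled fall in NPC ΔZF1 was no larger than that of the chromosome's median gene. The paper, however, reported from its RNA sequencing tracks that the level of Grb10 RNA did not change in NPC ΔZF1. That goes against lower output of this RNA as the cause of its fall. It also reported that most of its NPC-specific CLIP genes were not reduced in expression there. Those data were not analysed here.

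The lower number of ΔZF1 sites and their lower uridine share may reflect fewer crosslinks per RNA or a shallower pool. If depth alone were the cause, some score decile of the WT list should have looked like ΔZF1. In ESCs the lowest WT decile lay 4.09 percentage points above the highest ΔZF1 decile, which goes against it. In NPCs the lowest WT decile lay below the highest ΔZF1 decile, with a difference of -2.42 points. How the caller's background share changes with depth was not measured, so depth and weaker crosslinking cannot be told apart in either cell type.

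Of the 776 genes that gained sites in NPCs, 374 had enough noXL sites to be compared. Most of these gained sites without UV as well, since 63.1% passed the same limit in the noXL lists, against 4.68% of other genes. Of the genes higher in ESC WT that could be compared, 62.1% were also higher in ESC noXL. This is consistent with RNA abundance shaping much of the NPC gain in sites. Grb10 shows it, with scaled log2 ratios of NPC to ESC of 5.03 in WT and 4.41 in noXL. Podxl had 3.28 and 0.94, but its noXL value rests on 12 sites in NPCs against 9 in ESCs. The 2 genes can therefore not be set apart by it. The paper reported from RNA sequencing that both RNAs were up-regulated in NPCs. Abundance itself was not analysed here, and 28 of the 374 genes were lower in NPC noXL than in ESC noXL.

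Sites called without UV had 2 explanations to weigh. DNA carried along with CTCF would fall on both strands alike, but at most 1.31% of noXL sites on genes were antisense, which argues against it. Fixed artefact positions would return in every list. At most 7.42% of the sites of one noXL list had a site of the other within 5 nt, and 17.3% of ESC noXL sites had an ESC WT site and 12.0% an ESC ΔZF1 site that near. With UV, 10.3% of NPC ΔZF1 and 29.3% of NPC WT sites lay that near a site of the same protein's ESC list. Low shares were thus also found with UV, and the 7.42% stood above a shifted background of 1.25%. A low share therefore cannot decide on fixed positions. In the highest score decile 20.1% of ESC and 23.1% of NPC noXL sites returned in the other noXL list, so such positions stay open above all for the strongest sites. RNA that stays bound without a crosslink is another possible source, and it was not tested. Removing UV peaks that lie on noXL peaks took 1.65% to 6.54% of peaks, and the noXL lists gave only 5857 and 2600 peaks to remove them with, so a small removal is no measure of how much background is left.

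NPC ΔZF1 was closer to the control than to WT by intron share and closer to WT by base. Its intron share was 43.1%, against 30.0% in NPC WT and 45.2% in NPC noXL. If more background like the noXL list were the cause, the intron share would imply that 86.3% of the sites were such background and that 32.8% were at uridine. The uridine share was 58.5%, which argues against that. The intron share was high at uridines too, 44.6% against 30.1% in NPC WT. A difference in unspliced RNA between the preparations, or in what ΔZF1 CTCF binds, may be behind it and was not tested.

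The ratio of ΔZF1 to WT sites per gene was related between ESCs and NPCs, with a Spearman rho of 0.343 across 1080 genes with at least 50 sites in each WT list. Random division of each gene's sites gave at most 0.0638 over 100 draws, so counting noise cannot account for it. Gene length does not account for it either, since the median rho within 10 bins of genes of like length was 0.343. Without chromosome 11 rho was 0.207, so part of the relation is the shift of that chromosome. Differences between the 2 lines in RNA level may account for the rest, and an effect of zinc finger 1 stays open.

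Of 2348 genes with at least 20 sites in ESC noXL, 8 had at most 3 in ESC ΔZF1, among them Scml2, Hormad2 and Usp26. These 8 genes were chosen after their values were seen, and 4 of them lie on chromosome 11. Loss of crosslinking with the RNA still present would leave background sites. For 2290 of the 2348 genes the ESC WT list held at least as many sites as noXL. If each had kept ΔZF1 sites at 0.75 of its noXL sites, the upper bound of the lowest 10% of the other genes, 0.0492 of them would have come out with at most 3. The count was 5. This cannot decide on that explanation for these 5 in ESCs, because the same ratio was assumed for every gene, from counts that include crosslinked sites. Background in the ΔZF1 line was not measured, and that of the WT line may not hold for it. For the other 3, Ttc28, Ksr1 and Zzef1, the WT list held 3, 9 and 16 sites against 20, 28 and 24 in noXL. A high noXL count and a loss of crosslinking cannot be told apart for these 3. The median ratio of WT to noXL was 1.24 over the 8 genes and 2.63 over the others. In NPCs, where the genes were not chosen, the ΔZF1 list held 64.7% (38.1 to 109.9) as many sites on them as noXL. With 22 against 34 sites, loss of crosslinking and loss of the RNA cannot be told apart there. Pooled over the 8 genes, the 500 kb on each side kept 35.3% as many ΔZF1 as WT sites. This argues against a deletion reaching well past all of them, but the pooled value does not speak for each gene. The flanks held 430 ΔZF1 against 777 WT sites for Ttc28, 163 against 787 for Ksr1 and only 9 against 18 for Scml2. The pooled 35.3% is below the 51.3% of the whole list, and the flanks of 4 of these genes lie on chromosome 11, so a smaller loss is not excluded. Usp26 alone had 28 sites in NPC WT, 10 in NPC noXL and 0 in NPC ΔZF1.

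ESC WT had 35452 peaks. That is lower than the value quoted from the study above. ESC ΔZF1 had 12889 peaks. That is lower than the value quoted from the study above. NPC WT had 15345 peaks. That is lower than the value quoted from the study above. NPC ΔZF1 had 5679 peaks. That is lower than the value quoted from the study above. The study's peaks had also passed a filter on replicates that was not carried out here, so the counts differ in definition. These directions also depend on the shortest region kept. With regions of 1 nt, the counts were 61346 for ESC WT, 44796 for ESC ΔZF1, 58755 for NPC WT and 53504 for NPC ΔZF1. All but the first are then higher than the values quoted. The shares of ΔZF1 peaks on WT peaks, 41.1% in ESCs and 14.2% in NPCs, were below the majority that the study stated. They too depend on the shortest region kept, with 63.1% and 49.4% at 1 nt.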
